A study of Mus musculus with 10 samples. Its data were reported in "Upregulation of neuronal PGC-1α ameliorates cognitive impairment induced by chronic cerebral hypoperfusion" (2020).

How the data were processed

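Total RNA from the hippocampus of PGC-1αf/f and nPGC-1α mice was hybridised to 1-colour (Cy3) Agilent mouse expression arrays, with 1 array per mouse and 5 arrays per group. Groups and replicate numbers were taken from the sample labels. The labels give every mouse as a male of 12 weeks. Per the file headers, the deposited scanner files were written by Feature Extraction 11.5.1.1, which is not the version named in the study's methods.

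The deposited scanner files hold a fluorescence intensity for each spot. The processed intensity is the spot brightness after Feature Extraction had subtracted the background and corrected trends across the array, and it was not normalised between arrays. The files also hold the median pixel intensity of each spot and of its local background, together with marks for spots well above background, saturated spots and outlier spots. A second deposited table holds log2 values that the authors made from the same arrays for 41606 probes, with GeneSpring named in the methods. Each of its columns correlated with the scanner values of its own array at 0.9987 to 1.0, across probes, and it was used as an alternative. How the authors chose those probes is not stated.

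Each array held 62976 spots, of which 59305 were gene spots for 56605 distinct probes, and 300 probes were printed 10 times. Control spots and spots marked as outliers were left out, and no spot was saturated. The log2 of the processed intensity was taken for each spot, spots of one probe were averaged, and the log2 of the 75th percentile of the array was subtracted. Levels are given on this scale, so a level of 0 equals the 75th percentile of its array. Probes well above background on all 5 arrays of at least 1 group were kept, with at least 3 values per group, which left 39142 probes. For arrays the number of mice limits the precision, and no counting error applies.

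The scanner files name probes by accession and carry no gene symbols. Symbols were taken from a RefSeq table of assembly GRCm38.p6, which named 33767 of the 56605 probes (59.7%). The arrays were designed on another genome build, so no coordinates are given. The 39142 probes tested include probes of 17597 named genes. Where a gene had several probes, the tested probe with the highest mean signal stood for the gene, and disagreement of other probes is stated.

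Differences are nPGC-1α minus PGC-1αf/f and were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over the probes kept. The text of the methods gives a general significance level but no fold or adjustment for the arrays. Here 3 thresholds were used: an adjusted p of 0.05, and an unadjusted p of 0.05 with a fold of 1.5 or of 2. The fold of 1.5 is the one the methods give for RNA sequencing, not for the arrays. Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation beside it, over lists with at least 3 tested genes. The lists cover mitochondrial and energy metabolism, processes the study named, immediate early genes and markers of brain cell types and regions. Lists of genes or processes that the study named are not independent evidence. Single values per array were compared with exact permutation tests, for which the smallest p that 5 against 5 arrays can give is 0.00794. A probe not well above background on any array of a group has only a bound there. The bound sets the mean of the brighter group against the mean, over the dimmer group's arrays, of the higher of the probe's own value and the lowest signal of any probe well above background.

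The text names Ppargc1a, the genes followed in the study, and 5 probes with symbols in each direction. These were to be the largest differences past the adjusted threshold without overlap between groups, filled up by the lowest unadjusted p. The samples, the tests, this rule, the gene lists and the alternatives were fixed before the data were examined, except for the alternatives, the lists of habenula, basal forebrain and further choroid plexus genes, and the tests that are named below as chosen later. A planned normexp correction of mean pixel intensity was replaced by the same correction (offset 50) of median pixel intensity with quantile normalisation, because the pixel intensities used here were medians.

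The test was run on simulated data for the comparison of nPGC-1α with PGC-1αf/f over 39142 probes, of which 200 were changed. It recovered 69.5% of changes of 1 on the log2 scale and 95.5% of changes of 2, and called 8 and 11 unchanged probes in these runs. It made 0 calls when no change was simulated. The noise was drawn independently for each probe from a normal distribution. Structure shared between probes, such as a batch, was not simulated, so these figures need not hold for arrays that have it. The files were read with Python 3.11.15 and pandas 2.3.3, and statmod 1.5.0 was used with limma. The alternatives were other scalings and background corrections, the authors' log2 values, other filters on dim probes, slide or replicate number as a block, other variance models, and leaving out each array in turn. Other splits of the 10 arrays into 5 and 5 were refitted for 100 of the 126 possible splits, the real one included.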

Results

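The hippocampal transcriptome was measured in PGC-1αf/f mice, which carry a silenced PGC-1α transgene, and in nPGC-1α mice, in which Cre recombinase expressed in neurons removes the stop cassette to overexpress PGC-1α, a transcriptional coactivator of mitochondrial genes. The comparison asks how neuronal PGC-1α overexpression alters hippocampal gene expression under basal conditions. There were 10 arrays, 5 per group. The 75th percentile of the processed signal was 3882.9 to 5079.6 on the PGC-1αf/f arrays and 4223.1 to 5253.2 on the nPGC-1α arrays. Across probes, arrays correlated at 0.9804 to 0.995 within the PGC-1αf/f group, at 0.9824 to 0.9907 within the nPGC-1α group and at 0.9688 to 0.9917 between groups. Replicates 1 to 4 of both groups lay on slide 1 and replicate 5 of both groups on slide 2, and each slide was 1 scan.

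The groups differed in array quality. Of the gene spots, 79% ± 2.77 (SD, n = 5) were well above background on the PGC-1αf/f arrays and 71.2% ± 2.57 (SD, n = 5) on the nPGC-1α arrays (exact permutation p 0.00794, adjusted 0.0218 over 11 array measures). The background noise estimated by Feature Extraction was 6.32 ± 1.54 signal units on the PGC-1αf/f arrays and 13.8 ± 4.08 on the nPGC-1α arrays (SD, n = 5 each, exact permutation p 0.00794, adjusted 0.0218). The 75th percentiles themselves differed by less than their spread (exact permutation p 0.302). On slide 1, the PGC-1αf/f arrays occupied row 1 and the nPGC-1α arrays row 2, so row and group cannot be told apart there. The share of spots well above background was 78.3% for PGC-1αf/f and 72% for nPGC-1α on slide 2, where both arrays lay in row 1.

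**Figure D1:**
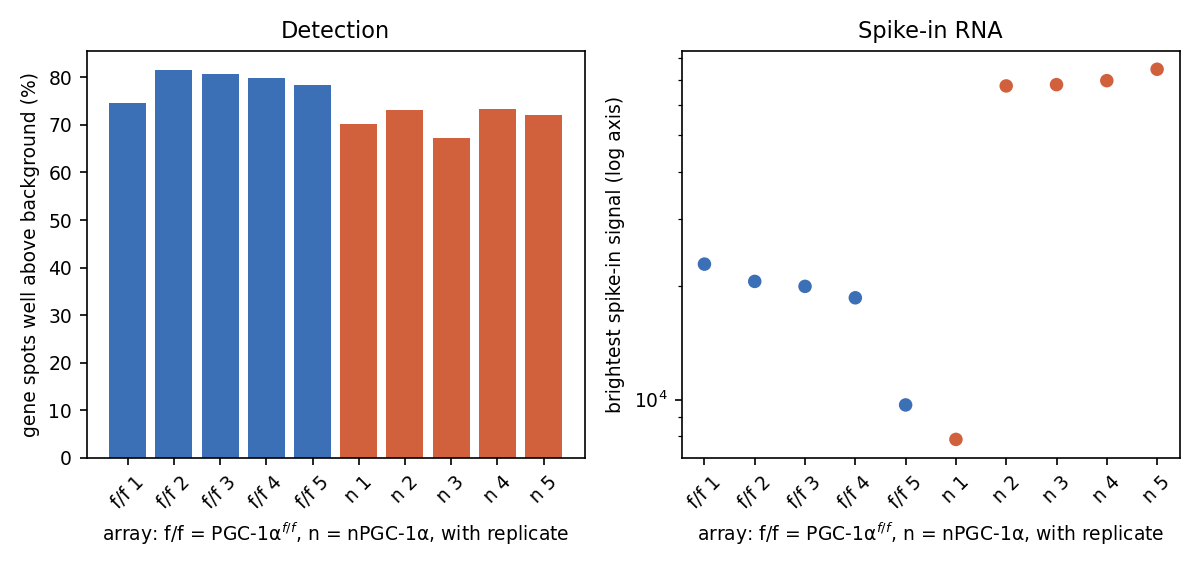
Percentage of gene spots well above background (left, bars) and brightest spike-in signal in signal units on a log axis (right, points) for each of the 10 arrays, with PGC-1αf/f in blue and nPGC-1α in orange. The PGC-1αf/f arrays reach 74.5% to 81.5% and the nPGC-1α arrays 67.2% to 73.4%, and 4 nPGC-1α arrays have a spike-in signal of 67570.2 to 74791.5.

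The labels give all mice as male. The Y-linked transcripts Kdm5d, Uty and Ddx3y were well above background on 4 arrays, namely PGC-1αf/f replicate 1 and nPGC-1α replicates 1, 3 and 5. The level of Eif2s3y was 1.18 to 1.43 on these arrays and -8.86 to -6.16 on the other 6, of which PGC-1αf/f replicate 2, at -6.16, was also well above background for 1 of the 2 Eif2s3y probes. The X-linked transcript Xist was at -3.28 to -2.43 on 5 of those 6 arrays and at -5.80 to -4.91 on those 4 arrays. PGC-1αf/f replicate 5 had neither the high Eif2s3y level nor the higher Xist level.

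**Figure D2:**
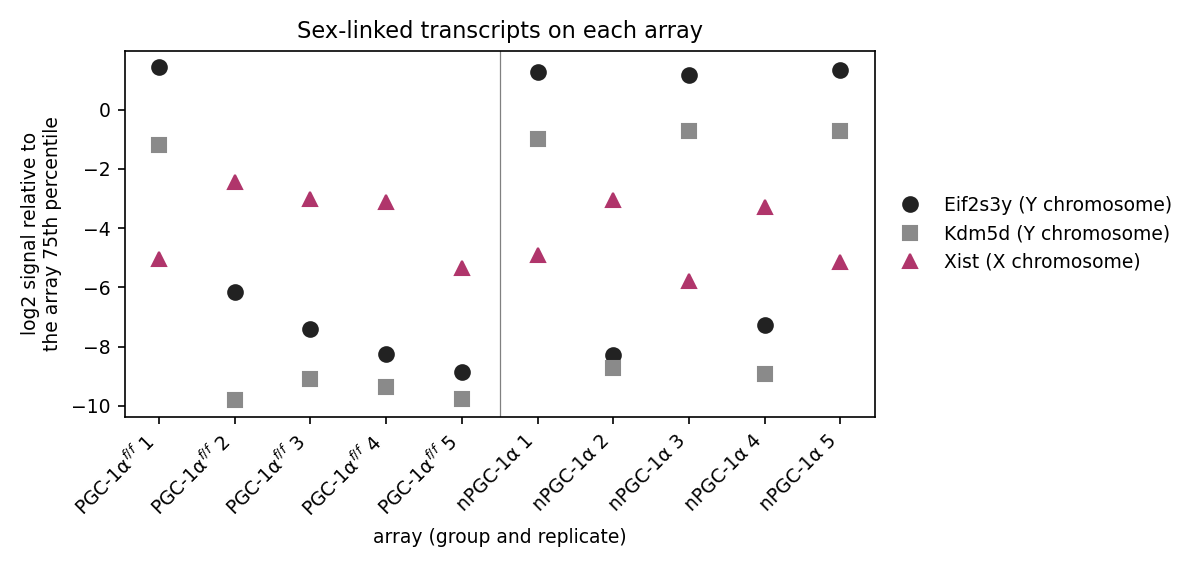
Log2 signal relative to the array's 75th percentile (vertical axis) of the Y-linked genes Eif2s3y (circles) and Kdm5d (squares) and the X-linked gene Xist (triangles) on each array (horizontal axis). Eif2s3y lies at 1.18 to 1.43 on 4 arrays and at -8.86 to -6.16 on the other 6, although every mouse is labelled male.

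Ppargc1a, the gene of PGC-1α, was examined first to check the labels. Its level was 2.20 ± 0.08 (SD, n = 5) on the PGC-1αf/f arrays and 2.20 ± 0.11 (SD, n = 5) on the nPGC-1α arrays. The difference was 0.00 on the log2 scale, with a standard error of 0.09 and a limma adjusted p of 0.99 (exact permutation p 0.952). All 10 arrays lay between 2.06 and 2.34. A second Ppargc1a probe, marked as an outlier on 5 arrays and therefore not tested, differed by 0.09 with all spots kept. The alternative that moved the difference most gave 0.14, with the arrays blocked by their class of spike-in signal (3 classes of 2, 4 and 4 arrays). Ppargc1a mRNA therefore did not set apart the arrays labelled nPGC-1α, and whether these probes read the transgene is not known. The study itself reported higher PGC-1α protein in the hippocampus of nPGC-1α mice by Western blot, and eGFP in their neurons. Its text does not state whether the mice of these arrays were among those. All directions below rest on the labels.

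Over the 39142 probes tested with limma, 0 probes were higher and 1 was lower on the arrays labelled nPGC-1α at an adjusted p of 0.05. At an unadjusted p of 0.05, 4662 probes (11.9%) differed, of which 1328 were higher and 3334 lower, where chance gives 1957. With a fold of 1.5 added, 404 probes were higher and 1166 were lower, so 74.3% of these were lower. With a fold of 2, 62 were higher and 239 were lower. Counted as single genes with a symbol, which 25023 of the tested probes carried, these were 323 higher and 392 lower at 1.5-fold. At 2-fold they were 51 higher and 85 lower. Of 34000 probes with all values, 932 (2.74%) had groups that did not overlap, where chance gives 0.79%. Without a filter on dim probes, 3871 probes were higher and 748 lower at the adjusted threshold, the largest move of these counts. In that setting, 23.6% of the probes past 1.5-fold were lower, so the direction of the imbalance depends on the filter. Under normexp correction with quantile normalisation, 226 probes were higher and 281 lower at 1.5-fold, so that 55.4% were lower. Quantile normalisation of the processed signal gave 469 higher and 906 lower (65.9% lower). With slide as a block, 0 probes passed the adjusted threshold, and 453 were higher and 1182 lower at 1.5-fold. Within the 8 arrays of slide 1, 303 were higher and 1440 lower. Single arrays moved the number of higher probes at 1.5-fold. It was 266 without PGC-1αf/f replicate 2, 710 without replicate 3, 692 without replicate 4 and 254 without replicate 5 of that group. The number of lower probes at 2-fold was 363 without PGC-1αf/f replicate 5.

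The excess of lower probes lay among dim probes. In the dimmest 10% of the probes, 552 were lower and 44 higher at 1.5-fold, and the median difference was -0.23. Below the median of mean signal, 1084 were lower and 337 higher (76.3% lower). Above it, 82 were lower and 67 higher (55% lower).

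**Figure D3:**
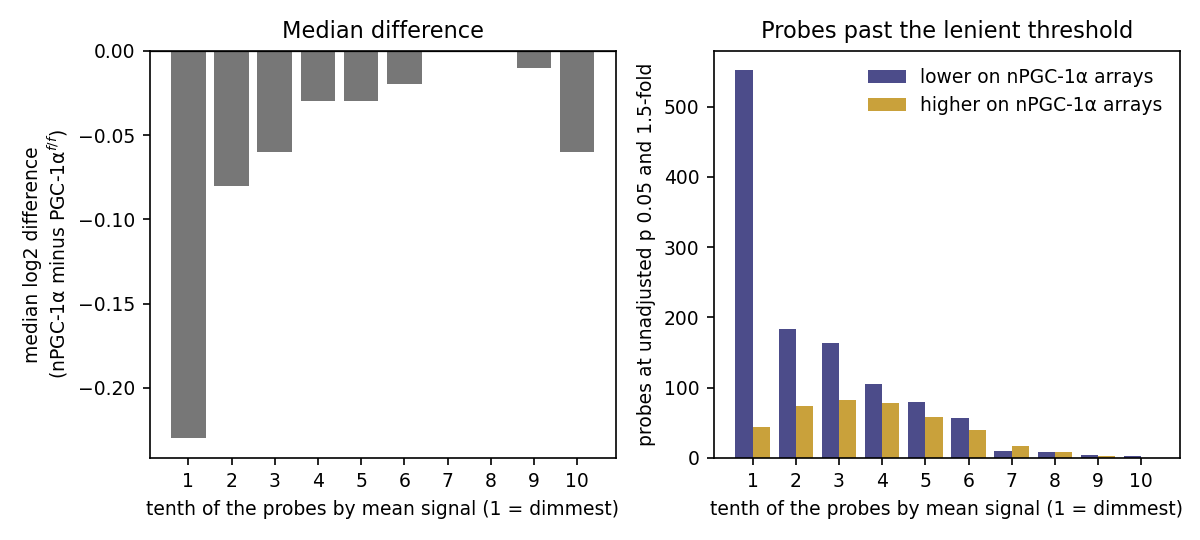
Median log2 difference, nPGC-1α minus PGC-1αf/f (left, bars), and number of probes past an unadjusted p of 0.05 and 1.5-fold (right, bars), for probes split into 10 equal classes by mean signal from dimmest to brightest. The dimmest class has a median of -0.23, with 552 probes lower and 44 higher, and few probes pass in the brightest classes.

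The probe past the adjusted threshold was that of Gm33308 (A_66_P112397). It was -5.41 ± 0.26 (SD, n = 5) on the PGC-1αf/f arrays and -6.91 ± 0.26 (SD, n = 5) on the arrays labelled nPGC-1α, a difference of -1.49 with a standard error of 0.16 (limma adjusted p 0.0454, lower on 5 of 5 arrays). It was well above background on 5 PGC-1αf/f arrays and on 0 nPGC-1α arrays, so that the difference is bounded as at least 1.80-fold lower, with the floor taken per array. With all values raised to the highest of these floors, the difference was -0.34 (limma adjusted p 0.308). With slide as a block its adjusted p was 0.0648, and over all alternatives it ranged from 0.00138 to 0.308. It missed the threshold in 7 of the 10 fits that left out 1 array, among them the fit without nPGC-1α replicate 4 (limma adjusted p 0.138).

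The other probes named by the rule did not pass the adjusted threshold. The higher ones were Sis (0.95, adjusted p 0.0614 by limma), Amn (0.91), Tshz2 (0.75, 4 values per group), Agtr1a (0.61) and Alox5 (0.60), the last 4 with an adjusted p of 0.0937. Sis was well above background on 4 of the 5 PGC-1αf/f arrays, and its difference was 0.03 (limma adjusted p 0.885, 0.0289 to 0.885 over the alternatives) with all values raised to the common floor. Other Tshz2 probes differed by 0.49 and 0.39. The lower ones were Cd209f (-1.32, limma adjusted p 0.0614), which was well above background on all 10 arrays, and Dnaaf6b, Zfp568 and Far1os, which were well above background on 0 nPGC-1α arrays. Dnaaf6b and Zfp568 were each bounded as at least 1.06-fold lower, and no fold can be given for Far1os. Each of these 9 probes differed in the same direction on every array labelled nPGC-1α with a value.

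The genes that the study followed by other assays were then examined, namely mitochondrial antioxidants, uncoupling proteins, Bdnf and genes of cholinergic neurons, neurons, glia and myelin. The study compared them mainly between mice with carotid artery stenosis and sham mice. Antioxidants and uncoupling proteins were measured there as mRNA and the others as protein. The arrays read mRNA under basal conditions, so they do not test the changes reported after stenosis. Of 17 genes, 15 were tested and 7 of them were higher. In limma, 0 passed a p of 0.05 adjusted over the list alone, where the smallest was 0.511, and 0 passed over all probes. At an unadjusted p of 0.05, 0 differed, and 0 differed in an exact Mann-Whitney test. The largest differences were -0.44 for Slc5a7 (standard error 0.43), 0.30 for Ache (standard error 0.15), -0.30 for Aif1 (standard error 0.17) and 0.23 for Mbp (standard error 0.17, 3 values per group). Slc5a7 was set by PGC-1αf/f replicate 2, and its difference was 0.01 without that array. Over the alternatives other than spike-in class as a block, 0 to 2 of these genes fell below an unadjusted p of 0.05. There were 2 on the 8 arrays of slide 1, with array weights, with the mean of probes per gene and without PGC-1αf/f replicate 5. Spike-in class as a block was not counted, since its group difference rests on PGC-1αf/f replicate 5 and nPGC-1α replicate 1 alone. Other probes of the same genes did not always give the same result. At an unadjusted limma p below 0.05, A_55_P2157250 of Gfap differed by -0.35, A_52_P329451 of Mbp by 0.56, A_52_P90265 of Ucp2 by 0.79 and A_52_P100069 of Slc25a27 by 0.41. Bdnf was marked as an outlier on 7 arrays and not tested. Slc18a3 was well above background on 3 PGC-1αf/f arrays and 0 nPGC-1α arrays and was not tested.

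**Figure D4:**
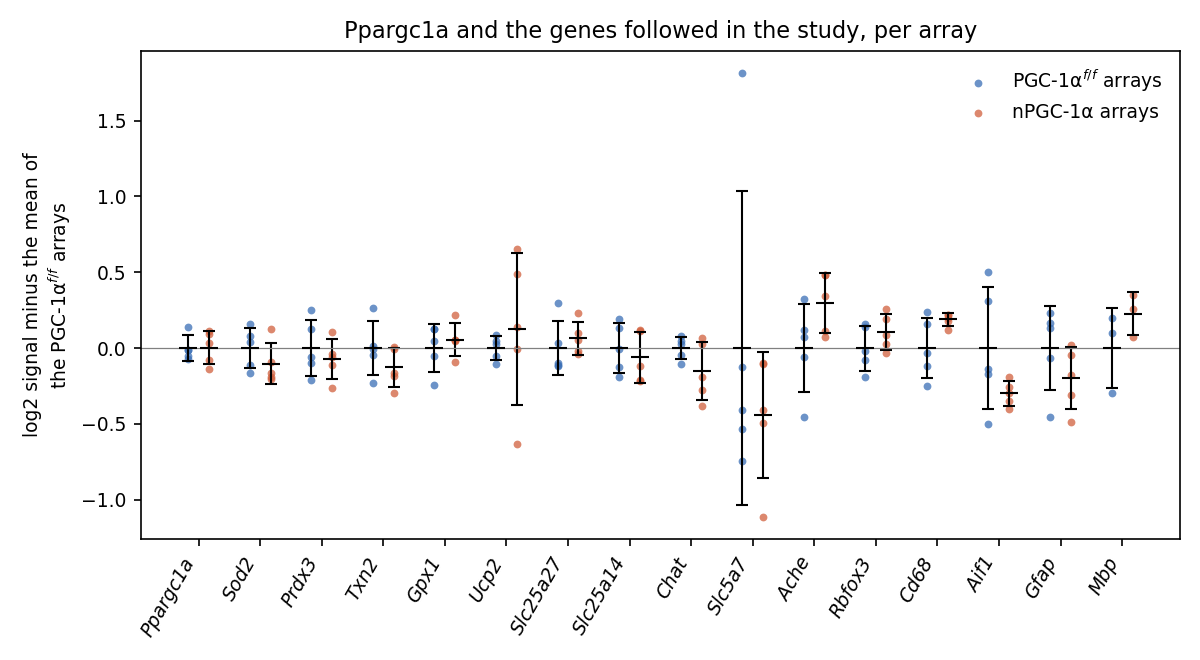
Log2 signal of Ppargc1a and the 15 tested genes followed in the study, as the difference from the PGC-1αf/f mean (vertical axis), with 1 point per array and bars for the mean and SD (n = 5 per group, n = 3 for Mbp). The groups overlap for every gene, and PGC-1αf/f replicate 2 stands apart for Slc5a7.

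To examine whether processes moved as a whole, 24 gene lists were tested with camera, and 4 passed an adjusted p of 0.05. The nuclear genes of the respiratory chain were lower, with a median difference of -0.10 over 84 genes (adjusted p 0.00505, 4 of 5 nPGC-1α arrays below the PGC-1αf/f mean, limma's camera). Immediate early genes were higher by a median of 0.24 (adjusted p 0.00607, 5 of 5 arrays above, limma's camera). Markers of excitatory neurons were higher by 0.14 (5 of 5 arrays) and markers of oligodendrocytes by 0.30 (4 of 5 arrays), both with a camera adjusted p of 0.0181 in limma. Under fry 0 of the lists passed, and 0 passed with an estimated correlation. Without PGC-1αf/f replicate 1, 0 lists passed. The median of the respiratory chain was -0.01 under quantile normalisation and in the authors' log2 values, and 0.01 under normexp correction.

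The remaining 20 lists did not pass, with adjusted p from 0.126 to 0.982 by limma's camera. Among processes that the study named from these arrays, the median difference was -0.07 for haemoglobins, -0.04 for chemokines, 0.00 for phospholipid-translocating ATPases, 0.00 for galactose metabolism, -0.02 for ubiquitin-mediated proteolysis, 0.01 for NF-κB targets and -0.03 for glycolysis. It was -0.02 for the citrate cycle, -0.10 for fatty acid oxidation, -0.05 for the mitochondrial ribosome, -0.02 for PGC-1α partners and targets and -0.06 for antioxidants with uncoupling proteins. Markers of inhibitory neurons (0.00), astrocytes (-0.11), microglia (-0.10), endothelial cells (0.06), choroid plexus (-0.10), ependymal cells (-0.06), thalamus (0.02) and striatum (0.02) did not pass either. For the citrate cycle, PGC-1α partners and chemokines the mean and the test pointed up while the median lay below 0, and for choroid plexus the test pointed up while median and mean were negative.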

Values the study reported

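The study reported 100 genes up-regulated and 290 genes down-regulated in the hippocampus of nPGC-1α mice compared with PGC-1αf/f mice.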

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

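Of the tests in this part, those of slide position, negative controls, basal forebrain genes and the spike-in probes were chosen after their results had been seen, the fit without PGC-1αf/f replicate 1 was planned but singled out after its result was seen, and the habenula list and the second choroid plexus list were written before they were tested but after the pattern had been noticed. An array was singled out where its gap to the nearest array of its group was large for the range of the group. Over 120 groups of values, 11 met this criterion, where chance gives about 6, and several of the 11 measure the same property of 1 array.

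Slc5a7, the choline transporter, was at -2.99 on PGC-1αf/f replicate 2 and at -5.55 to -4.93 on the other PGC-1αf/f arrays. A second Chat probe (A_55_P1959430) was at -2.72 on this array, and Gpr151 was at -2.95, both picked after their values were seen. The Chat probe that stands for the gene was not raised there, at -4.75 against -4.81 to -4.63 on the other PGC-1αf/f arrays, nor was the remaining Chat probe, at -5.00. The basal forebrain as the source is argued against, since 1 of 7 genes of a basal forebrain list was highest on this array and their median deviation there was 0.14, below the 0.32 of another array. A list of medial habenula genes was highest on this array for 5 of 8 genes, where chance gives 0.8, with a median deviation of 1.09 against -0.19 to 0.13 on the other arrays. Its most abundant gene that was raised, Tac2, was at 1.39 against -0.21 to 0.37 elsewhere. Pou4f1, Slc17a6 and Calb2 were not highest there. Of the 8 genes, 6 were well above background on all 10 arrays, so the tissue expresses them too. The values are consistent with some habenula tissue in this sample, as a hypothesis. A difference within the hippocampus of this mouse stays open and was not tested.

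The choroid plexus markers had a score of 2.05 on nPGC-1α replicate 3 and -0.89 to -0.31 on the other nPGC-1α arrays. In a second list of choroid plexus genes, 11 of 12 were highest on this array, and the median deviation was 1.78 there, against at most 0.67 on any other array (PGC-1αf/f replicate 4). Probes of Ttr, the most abundant marker, disagreed. With all spots kept, the tested probe was highest on this array, at 2.78 against 2.54 on PGC-1αf/f replicate 4. That 2.78 was itself marked as an outlier and left out of the test. A brighter probe, marked as an outlier on 4 arrays and not tested, was at 3.71 and reached 4.02 on PGC-1αf/f replicate 4. Of the second list, 10 of 12 genes were well above background on all 10 arrays. Choroid plexus carried along in the dissection may explain this array. The score of PGC-1αf/f replicate 4 was 1.42, so the pattern is not bound to a group, and no biological explanation was tested.

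Several measures of background stood apart on 1 array in each group. On PGC-1αf/f replicate 1, the estimated noise was 8.98 signal units (others 5.16 to 6.14), the fitted background 42.2 (others 32.3 to 34.1), the lowest signal well above background 41.2 (others 24.2 to 28.9), and 10.5% of the gene spots were marked as outliers (others 0.19% to 3.05%). The share of outlier spots was 11.63% on nPGC-1α replicate 1, in the same column of slide 1. This share therefore stood apart only within the PGC-1αf/f group. On nPGC-1α replicate 3, the noise was 20.9 (others at most 13.4), the background-subtracted negative controls averaged -20.4 (others -12.7 to -11.5), and the lowest signal well above background was 97.9 (others 50.4 to 62.7). Between the groups, noise was higher and fewer spots were well above background on the nPGC-1α arrays. Slide row was weighed as the source. On slide 2, where both arrays lay in row 1, the share of spots well above background differed by -6.3 percentage points (nPGC-1α minus PGC-1αf/f), which is 1 pair and decides nothing. On slide 1, row and group cannot be told apart. The negative controls read no transcript. After background subtraction they averaged -13.9 on the nPGC-1α arrays and -6.91 on the PGC-1αf/f arrays (exact permutation p 0.00794, the smallest the test can give). The lowest signal well above background was higher on every nPGC-1α array. These values argue against an effect of the genotype on transcripts as the whole cause. They depend on the fitted background, which averaged 46.5 on the nPGC-1α and 35.1 on the PGC-1αf/f arrays (exact permutation p 0.0159). No clear difference was seen in the negative controls' net signal (24.7 and 21.2, exact permutation p 0.198) or the local background (44.5 and 42.9, exact permutation p 0.389). A smaller contribution of the genotype to the share of detected transcripts stays open.

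PGC-1αf/f replicate 1 also decided the gene lists. Without this array 0 of the 24 lists passed the adjusted threshold, whereas 4 passed with it, and the scores on this array were 0.23 for the respiratory chain, -0.54 for immediate early genes and -0.50 for oligodendrocyte markers. On nPGC-1α replicate 1, in the same column of slide 1, the scores were 0.10, 0.24 and -0.35. The respiratory chain and oligodendrocyte markers thus lay on the same side, and immediate early genes on the other. Leaving out PGC-1αf/f replicate 1 alone may unbalance the comparison, and with the replicate block 4 lists passed. The list results may still reflect PGC-1αf/f replicate 1 as much as the genotype. The higher noise of the same array is 1 technical candidate, and handling or state of this mouse is another, neither of which was tested.

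The mitochondrial ribosome list had a score of 0.10 on nPGC-1α replicate 1 and of -0.07 to -0.03 on the other nPGC-1α arrays. PGC-1αf/f replicate 1 had a score of 0.13, so the value lies within the range of the other group. No explanation was tested, and a single deviation of this size is within the number that chance gives over 120 groups of values.

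The spike-in probes, which read RNA added to each sample and no mouse gene, formed 3 classes of arrays. Their brightest signal was 74791.5 on nPGC-1α replicate 5 and 67570.2 to 69770.2 on nPGC-1α replicates 2 to 4, against 9678.3 to 22822.6 on the PGC-1αf/f arrays. The mean log2 signal of the 7 brightest spike-in probes was -2.37 on nPGC-1α replicate 1 and 1.51 to 1.79 on the other nPGC-1α arrays, and -2.23 on PGC-1αf/f replicate 5. Brighter labelling or scanning of whole arrays is argued against, since the 75th percentiles of any 2 arrays differed by at most 1.35-fold. One mix added in another amount is argued against too, since the 8 brightest spike-in probes were 3.35-fold to 28.5-fold brighter on the 4 bright nPGC-1α arrays than on PGC-1αf/f replicates 1 to 4. Different spike-in mixes or separate labelling batches stay open as technical candidates. If the classes mark batches, batch and genotype overlap on 8 of the 10 arrays. No biological explanation applies to added RNA.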

How the results depend on the processing

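Of the alternatives below, normexp correction of median pixel intensity, keeping spots marked as outliers, Y-linked signal as a covariate, spike-in class as a block and a common floor were chosen after seeing the data. The planned normexp correction of mean pixel intensity was not run. Of the 26 named genes, 18 kept their direction in all alternatives that gave a value. In 27 alternatives, 0 genes of the study list passed a p adjusted over the list alone.

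Without a filter on dim probes, 3871 probes were higher and 748 lower at the adjusted threshold, 5983 higher and 1848 lower at 1.5-fold, and 3203 higher and 380 lower at 2-fold, and 1 list passed. This setting tests probes below background, where the lowest processed signal was at most 8.16 on the PGC-1αf/f arrays and reached 19.45 on the nPGC-1α arrays. With probes well above background on all 10 arrays, 0 were lower at the adjusted threshold, 379 higher and 469 lower (55.3% lower) at 1.5-fold, and 49 higher and 41 lower (45.6% lower) at 2-fold. That filter by construction removes probes that fell below background in 1 group. With values raised to a common floor of -5.75, 0 were lower at the adjusted threshold, 594 at 1.5-fold and 58 at 2-fold. Normexp correction gave 0 lower at the adjusted threshold, 226 higher and 281 lower at 1.5-fold, 22 higher and 19 lower at 2-fold, and 0.01 for the respiratory chain. Signal over background limits what these arrays show for dim probes.

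For the other settings the cause was not tested. Median scaling gave 16 lower probes at the adjusted threshold, and the authors' log2 values gave 109 higher and 298 lower at 2-fold. Slide as a block gave 0 lower at the adjusted threshold, as did the trend and robust variance model (0) and Y-linked signal as a covariate (0), which also gave -0.03 for Ppargc1a and 6 lists, among them the respiratory chain at -0.16 (limma's camera adjusted p 1.9e-06, up to 0.987 over the alternatives). The 8 arrays of slide 1 gave 362 lower at 2-fold and -0.04 for Ppargc1a. Array weights gave 2 higher and 8 lower at the adjusted threshold, 219 higher at 1.5-fold, 1 list and 0.04 for Prdx3. Under fry and under an estimated correlation, 0 lists passed.

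Spike-in class as a block gave 44 higher and 14 lower at the adjusted threshold, 2811 higher and 1057 lower at 1.5-fold, 1453 higher and 444 lower at 2-fold, and 1 list. By construction its group difference rests on PGC-1αf/f replicate 5 and nPGC-1α replicate 1 alone. Among the differences whose sign changed there were -0.66 for Ucp2, -0.07 for Slc25a27, 0.13 for Chat, 0.31 for Aif1, 0.09 for the respiratory chain, 0.17 for the mitochondrial ribosome and -0.11 for oligodendrocyte markers. The medians of glycolysis, fatty acid oxidation, PGC-1α partners and targets, chemokines, microglia markers and choroid plexus markers, none below the adjusted threshold in the main comparison, also changed sign there.

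Leaving out 1 array at a time gave 0 to 2 higher and 0 to 3 lower probes at the adjusted threshold, 254 to 710 higher and 855 to 1596 lower at 1.5-fold, 40 to 122 higher and 168 to 363 lower at 2-fold, 0 to 6 lists, and -0.02 to 0.04 for Ppargc1a. The lists fell to 0 without PGC-1αf/f replicate 1 and to 2 without nPGC-1α replicate 5. Gpx1 was at 0.00 without PGC-1αf/f replicate 5, Ucp2 at -0.01 without nPGC-1α replicate 3, and Slc5a7 ranged from -0.63 to 0.01, the latter without PGC-1αf/f replicate 2.

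The labels give both groups replicate numbers 1 to 5. Deviations of the 2 arrays with the same number correlated across probes at 0.22, 0.08, 0.11, 0.18 and 0.36, against a median of -0.04 (-0.28 to 0.24) for other pairs. The main comparison stayed unpaired because 1 of the 5 lay below 0.1, but some sharing is not excluded, since same-numbered arrays of slide 1 also shared a slide column. With the replicate block, 0 probes were higher and 0 lower at the adjusted threshold, 483 higher and 1218 lower at 1.5-fold, and 4 lists passed, and no other call changed.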

Other observations

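Of the tests in this part, all but the common floor, the split count for the number of gene lists and the planned slide block, filter and authors' values were chosen after the result had been seen, and the common floor was chosen after related settings had been seen.

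Among the probes kept by the main filter, more were lower than higher on the arrays labelled nPGC-1α. Of 100 splits of the arrays, 44 gave a share of 1 direction at least as large as the 74.3% of the real split, so chance is not excluded for this imbalance. Larger background noise on these arrays acting on dim probes is a further candidate explanation. Above the median of mean signal, 55% of the probes past an unadjusted p of 0.05 and 1.5-fold were lower, against 76.3% below it. A limit of 60% for this test was set after that value was known. Raising all values to a common floor lowered the share to 63.6%. Among probes well above background on all 10 arrays it was 55.3%, although that filter removes probes that fell below background. The main filter also keeps probes well above background in only 1 group. Since fewer spots were so on the nPGC-1α arrays, it can favour dim probes that are lower there. Without a filter on dim probes, which adds probes below background, the share was 23.6%, so the direction depends on the filter. These values leave open whether noise or the filter explains all of the imbalance. An effect of the genotype on weakly expressed genes also stays open.

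Other splits of the 10 arrays into 5 and 5 were counted for 100 of the 126 possible splits, the real one included. At 1.5-fold, 2 splits gave as many probes, and at 2-fold 1 split did, each count including the real split. Chance is therefore unlikely for both counts but not excluded. The counts do not tell the genotype from technical differences between the groups. The median of the other splits was 245 at 1.5-fold and 42 at 2-fold. The other split with as many at 1.5-fold gave 1858 probes and 970 past the adjusted threshold. It sets PGC-1αf/f replicates 1, 2 and 5 with nPGC-1α replicates 1 and 5 against the rest, and thereby joins both arrays of slide 2. With slide as a block, the real split gave 453 higher and 1182 lower. For the 1 probe past the adjusted threshold, 5 splits gave as many, so chance is not excluded. For the 4 gene lists, 57 splits gave as many, and chance is not excluded. For the study list all 100 splits gave as many as the 0 seen, which decides nothing.

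Ppargc1a was not higher on the arrays labelled nPGC-1α, and its whole range over the 10 arrays was 0.28. If the probes read the transgene, no array shows overexpression of its mRNA, and a swap of arrays between groups would leave some arrays high. If they do not, a swap would leave no trace in Ppargc1a. The second probe differed by 0.09, and the sequences of probes and transgene were not used here. The explanations cannot be told apart on these values, and the study's Western blot of PGC-1α read protein, not this mRNA. Neuron-specific expression too weak to move whole-tissue mRNA may also apply and was not tested.

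Y-linked transcripts were near the floor on 6 arrays labelled male. On 5 of these, Xist lay above each of the 4 arrays with high Y-linked signal, which is consistent with female mice, as a hypothesis. PGC-1αf/f replicate 5 is not explained this way, since its Xist level of -5.34 lay within the -5.80 to -4.91 of the arrays with high Y-linked signal. On 0 of the 4 arrays with high Y-linked signal did Xist reach the -3.28 to -2.43 of the 5 arrays. This alone cannot decide on RNA of both sexes mixed in a sample, since a mix would itself lower Xist. An equal mix would lower it by 1 on the log2 scale. The -5.80 to -4.91 of the 4 arrays lie further below, which argues against equal shares only. A smaller share of RNA from the other sex is not excluded, since Xist was well above background on 9 of the 10 arrays and Eif2s3y on PGC-1αf/f replicate 2. Wrong sex labels or mice exchanged for others stay open. High Y-linked signal was present on 1 PGC-1αf/f array and 3 nPGC-1α arrays, so sex, if this reading holds, is unevenly split between the groups. With it as a covariate, 498 probes were higher and 1159 lower at 1.5-fold, 0 passed the adjusted threshold, and 6 gene lists passed, against 4 without it.

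At 2-fold and an unadjusted p of 0.05, 51 genes were higher and 85 lower here. Those counts are lower than the values quoted from the study above. They cover only genes with a symbol, which 25023 of the 39142 tested probes carried, so they are not counts of all genes that differed. At 1.5-fold, 323 genes were higher and 392 lower. Both are higher than the values quoted from the study, whose fold threshold for the arrays is not known here. On the authors' log2 values, 109 probes were higher and 298 lower at 2-fold and an unadjusted p of 0.05. Those counts, of probes and not of genes, are close to the values quoted from the study.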
